A study of Mus musculus with 8 samples.

How the data were processed

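RNA was measured by mRNA sequencing in 8 mouse kidney libraries of 2 genotypes, 4 libraries each. Per the labels' protocols, total RNA was extracted with Trizol and the mRNA libraries followed a standard Illumina protocol. The labels do not state the read length, strand, aligner, counting program, genome build or gene annotation. The values deposited by the authors are whole-number counts of reads per gene, 1 column per library, with no normalization. The counts carried Ensembl mouse gene identifiers without version numbers. The table held 55487 genes, and 0 sample columns were left unused. Symbols, gene types, positions, transcript lengths and GC content were taken from GENCODE release M21 on GRCm38, which may differ from the annotation the authors used. A symbol was matched for 55141 identifiers (99.4%). Length and GC content are those of the longest transcript of a gene.

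Group and replicate number came from the sample titles and the genotype label. The replicate numbers 1 to 4 occur in both genotypes, and the labels do not say that equal numbers pair animals. The main model therefore has no replicate term, and a model with one was an alternative.

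All values below were computed from the deposited counts with R 4.3.3, edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), which left 16750 genes. Library sizes were scaled by TMM. Each gene was tested with edgeR's quasi-likelihood test with robust dispersion estimates, two-sided, over all 8 libraries with genotype as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and calls of at least 2-fold were counted separately. Fold changes are the libraries labelled KMN over those labelled KM. Standard errors of log2 fold changes were taken from the fold change and its F statistic, and 95% intervals from the standard error with a normal quantile. These intervals are narrower than the F test would give. Expression is given as CPM, the counts of a gene relative to the TMM-normalized library size. Log2 CPM used a prior count of 2. Principal components were computed on log2 CPM of the 2000 most variable genes.

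Gene sets were tested with limma's camera at a fixed inter-gene correlation of 0.01, two-sided, adjusted over 15 sets. The sets of nephron segment, injury, matrix, immune, proliferation, nucleolar, metabolic, interferon and blood genes were written by hand. Each library also received a score per set, the mean over members of log2 CPM minus the mean of the KM libraries. Scores and single values were compared with two-sided exact permutation tests of 4 against 4 libraries, whose smallest possible p is 0.0286.

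The genes named in the text were chosen by rule. They are Nsd2, Myc and the Nsd2 paralogs Nsd1 and Nsd3; the 6 called genes with the highest and the 6 with the lowest fold change among those with a symbol, a mean of at least 1 CPM and no overlap between the genotypes; the 3 genes with the smallest adjusted p; and up to 3 called members of each called set. The deposited table gave no gene type, so the rule was not limited to protein-coding genes. Cdh16, Havcr1, Kap and Umod were chosen after their values were seen.

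The alternatives were DESeq2 size factors, upper quartile scaling, no filter beyond a total of 1 count, a mean of at least 50 counts, the DESeq2 1.42.0 Wald test, limma-voom, non-robust dispersions, a replicate block, removal of genes holding over 1% of the counts in any library, a sex-marker covariate, 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. The sex-marker index is log2 CPM of Xist minus the mean of Ddx3y, Eif2s3y, Kdm5d and Uty. For the gene sets, an estimated inter-gene correlation and limma's fry were also run. The groups, the main tests, the sets and these alternatives were fixed before the data were examined. The other alternatives were chosen after seeing the data. These are offsets that removed each library's lowess trend (span 0.3) on GC content and transcript length, those offsets with the replicate block, and fits of subsets of the libraries. The subsets were the 5 libraries with more Xist than Y-linked reads, replicates 1 and 2, and replicates 3 and 4.

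The main model was tested on simulated data. Each library was drawn independently, with the within-genotype spread of all 8 libraries. Among 16496 simulated genes, 200 of those with a mean of at least 50 counts were changed. The collecting duct genes were raised 2-fold besides and are not counted below. The main model recovered 112 of the 200 (56%), with 82% of the 4-fold and 30% of the 2-fold changes, and called 3 unchanged genes. These shares do not cover genes at lower counts. The DESeq2 Wald test recovered 148 and called 65 unchanged genes.

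Total counts per library ran from 14077091 to 18326247. The smallest share this depth can show, set at 3 counts, was 0.164 to 0.213 CPM. Floors and count tests cover counting error only, since reads without molecular identifiers are not independent molecules. Pseudogenes, members of gene families and overlapping genes are uncertain, because the authors' handling of shared reads and of strand is not stated.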

Results

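Kidney RNA was sequenced from mice of 2 genotypes that share a Cre driver and a Myc allele and differ in an Nsd2 allele. Mice labelled KM carried Ksp-Cre, a Cre recombinase under the promoter of the kidney cadherin gene Cdh16, and 1 Myc OE allele, read here as an overexpression allele. Mice labelled KMN carried in addition 1 Nsd2 OE allele. Nsd2 encodes a histone H3 lysine methyltransferase. Each genotype had 4 libraries. The comparison asks how the kidney transcriptome differs when the Nsd2 allele is added to the Myc allele. Total counts ran from 14077091 to 18326247 in KM and from 14098579 to 17423230 in KMN, with no difference beyond the spread within the genotypes (n = 4 each, exact permutation p = 0.543).

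Nsd2 (ENSMUSG00000057406) lies on chromosome 5 from 33820725 to 33897975 in GENCODE M21 on GRCm38. The build the authors used is not stated. Its expression was not higher in the libraries labelled KMN. It measured 41.6 ± 8.44 CPM in KM and 40.5 ± 4.30 CPM in KMN (mean ± SD, n = 4 each), a log2 fold change of -0.04 (SE 0.16, edgeR adjusted p = 0.883; exact permutation p = 0.914). Single libraries held 421 to 941 counts. In this main model the upper end of the 95% interval was a log2 fold change of 0.28. A 2-fold rise in reads assigned to this gene was thus outside the interval. The counts of Nsd2 thus did not separate the libraries by the allele that the labels say distinguishes them, and every direction below is that of the libraries labelled KMN. The sign of the estimate changed with the processing. It was -0.37 in replicates 3 and 4 alone and 0.37 with offsets for GC content and transcript length (edgeR adjusted p = 0.0157 and 0.0900). Within the 5 libraries with more Xist than Y-linked reads it was 0.16 (edgeR adjusted p = 0.485).

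Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374 in the same annotation) is the gene after which the OE allele of both genotypes is named. The labels do not place that allele, and whether its reads are counted under this gene is not known. Myc measured 6.10 ± 1.38 CPM in KM and 7.31 ± 2.30 CPM in the libraries labelled KMN (mean ± SD, n = 4 each). The log2 fold change was 0.26 (SE 0.29, edgeR adjusted p = 0.553; exact permutation p = 0.429). The Nsd2 paralogs were lower on average without passing the threshold over all 8 libraries with edgeR. Nsd1 had a log2 fold change of -0.54 (edgeR adjusted p = 0.0938), and Nsd3 of -0.26 (edgeR adjusted p = 0.222). Both changed sign with the GC content and length offsets, to 0.032 and 0.23, and both passed the threshold in replicates 3 and 4 alone, at -0.99 and -0.56 (edgeR adjusted p = 3.22e-05 and 0.000913). Nsd1 also passed it with the DESeq2 Wald test (adjusted p = 0.0494). Adjusted over these 4 genes alone, 0 passed the threshold, and 1 of them had an unadjusted edgeR p under 0.05.

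**Figure D1:**
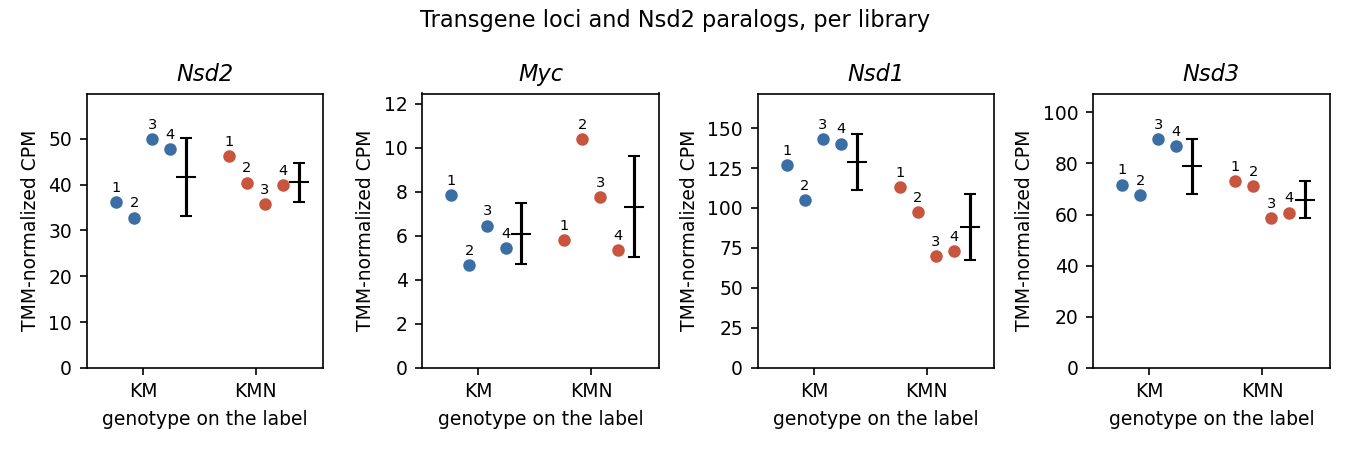
TMM-normalized CPM (y axis, from 0) of Nsd2, Myc, Nsd1 and Nsd3 in each library of the 2 genotypes (x axis). Numbered points are the replicates, and the bars beside them are the mean and SD of 4 libraries. Nsd2 ranged from 32.8 to 49.9 CPM in KM and from 35.7 to 46.2 CPM in KMN.

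The libraries also differed in ways the genotype labels do not give. KM 3, KM 4 and KMN 1 held 4260, 4362 and 4173 reads of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, and 23, 5 and 208 reads of Xist. The other 5 libraries held 3958 to 17373 Xist reads and 0 to 24 reads of the Y-linked genes. The labels give no sex. By these markers, replicates 3 and 4 set 2 Y-linked KM libraries against 2 Xist-high KMN libraries, so that marker pattern and genotype cannot be told apart there.

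Within each genotype the libraries fell into close and distant pairs. The mean chi-square per gene between KM 1 and KM 2 was 12.7, and between KM 3 and KM 4 it was 11.3. Across these KM pairs it was 109 to 144. In KMN it was 13.1 between replicates 3 and 4 and 59.3 between replicates 1 and 2, against 68.2 to 150 across the pairs. No pair of libraries agreed within sampling noise, and all 8 were kept as separate samples. The first principal component held 53.5% of the variance and the second 33.5%. KM occupied -46.7 to -28.0 on the first component and KMN -13.8 to 76.7, with KMN 2 nearest to KM.

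**Figure D2:**
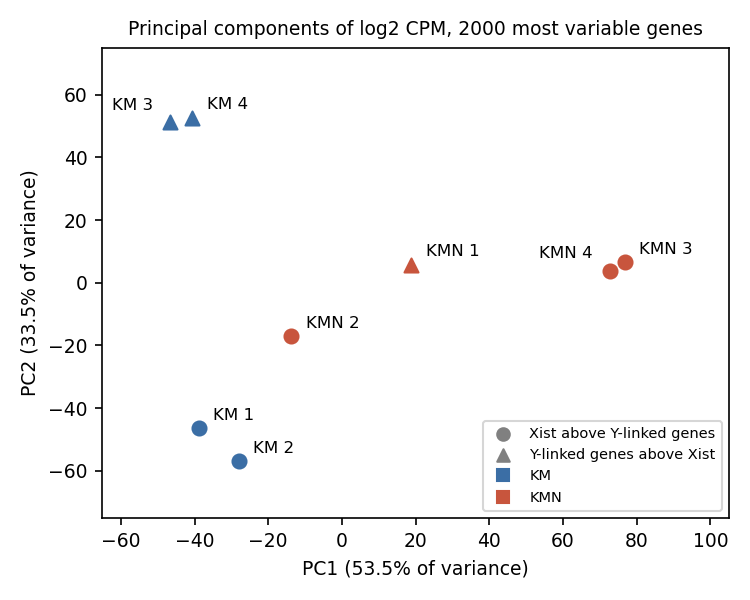
First (x axis) and second (y axis) principal components of log2 CPM of the 2000 most variable genes, with 53.5% and 33.5% of the variance. Each point is a library, colored by genotype and shaped by whether Xist or the Y-linked genes were higher. The 4 KM libraries form 2 pairs that lie apart on the second component.

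The share of counts from mitochondrial genes was 8.19 ± 1.09% in KM and 5.26 ± 0.919% in the libraries labelled KMN (mean ± SD, n = 4 each; exact permutation p = 0.0286). The 10 most abundant genes held 11.7 ± 1.35% and 8.55 ± 0.596% of the counts (exact permutation p = 0.0286). Neither difference passed 0.05 after Benjamini-Hochberg adjustment over the 4 library measures (exact permutation tests, adjusted p = 0.0571 for each). A measure could pass only if most of the 4 reached the smallest possible p, so the adjustment decides neither way. Within the 5 Xist-high libraries the mitochondrial share was 9.0% in 2 KM and 4.98% in 3 KMN libraries, and the share of the 10 most abundant genes 12.8% and 8.35%. The exact permutation p was 0.1 for each, the smallest that 2 against 3 libraries can give. The Y-linked libraries comprised 2 KM and 1 KMN, too few to test.

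Of 16750 genes tested, 868 had an edgeR adjusted p under 0.05, with 389 higher and 479 lower in the libraries labelled KMN. At least a 2-fold change was seen in 432, of which 157 were higher and 275 lower. The smallest adjusted p was 0.0231, and 24 genes were under 0.03, so the calls lay close to the threshold. At an unadjusted p under 0.05 there were 5106 genes, or 30.5% of those tested, against 837.5 by chance. That value is an average and leaves out the correlation between genes. Other splits of the same libraries, 4 against 4, gave 10 to 3110 such genes. The values of 3405 tested genes (20.3%) did not overlap between the genotypes, where chance gives 2.86%. Across 16737 genes, which are not independent replicates, the fold change fell with transcript length (Spearman's rho -0.35).

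The number of calls depended strongly on which libraries entered. Among all alternatives it moved most in replicates 3 and 4 alone, to 10563. It fell to 0 when any 1 of KM 1, KM 2, KM 4, KMN 3 or KMN 4 was left out, and to 1 without KM 3. Without KMN 1 it was 834, of which 560 were among the 868, and without KMN 2 it rose to 2678. In these 8 fits 3718 to 5949 genes had an unadjusted p under 0.05. Within the 5 Xist-high libraries (2 KM, 3 KMN) 0 genes were called and 4838 had an unadjusted p under 0.05. The 3 Y-linked libraries included 1 KMN library, too few to repeat the test. Replicates 1 and 2 alone gave 386 calls, of which 133 were among the 868. In simulated data the fits of replicates 1 and 2 and of replicates 3 and 4 recovered 0 and 29 of 200 changed genes. The simulation drew each library independently, with the within-genotype spread of all 8 libraries. It lacked the close pairs seen here and so sets no expectation for these fits.

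**Figure D3:**
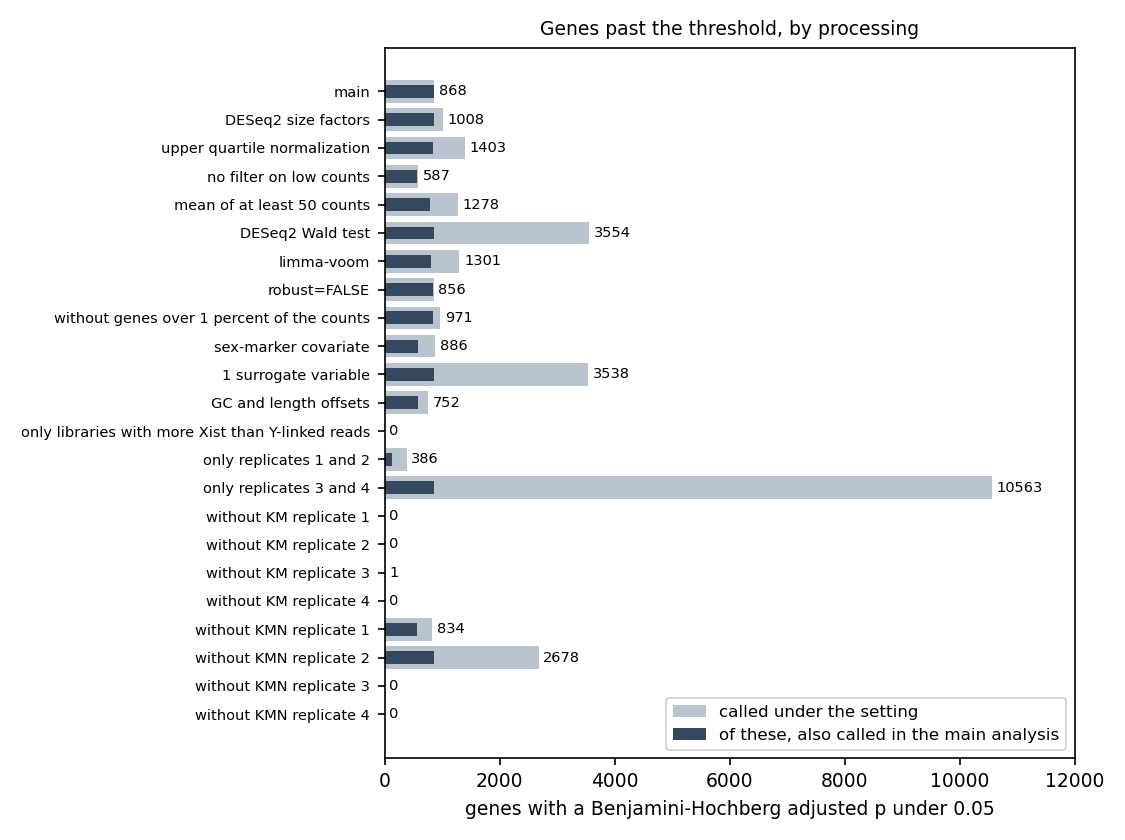
Number of genes with a Benjamini-Hochberg adjusted p under 0.05 (x axis, from 0) under the ways of processing the counts (y axis). The fits with the replicate block are not shown. They gave 431 calls, 208 of them among the 868, and with the GC content and length offsets 800 calls, 330 among the 868. Pale bars are all calls and dark bars those shared with the 868 calls of the main analysis. Counts run from 0, in 5 fits that leave out 1 library and in the Xist-high libraries, to 10563 in replicates 3 and 4 alone.

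The highest fold change among the genes named by rule was that of 4930447C04Rik (ENSMUSG00000021098). It held at most 3 counts in each KM library and 26 to 47 counts in each library labelled KMN, at least 12.3-fold higher. Pramef12 (ENSMUSG00000028591) rose from 11.2 ± 3.18 to 84.4 ± 48.1 CPM (mean ± SD, n = 4 each), a log2 fold change of 2.91 (SE 0.48, edgeR adjusted p = 0.0347). Unc93a2 (ENSMUSG00000056133) and Cdh22 (ENSMUSG00000053166) had log2 fold changes of 3.01 and 2.94, with edgeR adjusted p of 0.0352 and 0.0425. AC116871.1 (ENSMUSG00000117920) and Rpsa-ps5 (ENSMUSG00000081695), at 2.92 and 2.66, are annotated as processed pseudogenes and are uncertain. So are Unc93a2 and Pramef12 as members of gene families.

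The lowest was Aqp4 (ENSMUSG00000024411), which encodes a water channel. It fell from 58.1 ± 29.8 CPM in KM to 2.65 ± 1.44 CPM in the libraries labelled KMN (mean ± SD, n = 4 each), a log2 fold change of -4.44 (SE 0.56, edgeR adjusted p = 0.0240). Aqp4 was the only gene called without KM 3. Sec14l3 (ENSMUSG00000054986), Slc22a22 (ENSMUSG00000022366) and Fcgbp (ENSMUSG00000047730) had log2 fold changes of -4.18, -4.13 and -3.70, each with an edgeR adjusted p of 0.0412. Fcgbp ranged from 13.8 to 113 CPM within KM. The noncoding RNA Gm49542 (ENSMUSG00000115190) had a log2 fold change of -4.20 (edgeR adjusted p = 0.0347). Gm6300 (ENSMUSG00000104375), at -4.41, is annotated as an unprocessed pseudogene and is uncertain, as is Slc22a22 as a member of a gene family.

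The 3 genes with the smallest adjusted p, 0.0231 each by edgeR, were all lower. Ecm1 (ENSMUSG00000028108) measured 47.8 ± 3.88 CPM in KM and 19.1 ± 2.31 CPM in the libraries labelled KMN, with a log2 fold change of -1.32 (SE 0.13). Snx29 (ENSMUSG00000071669) measured 32.7 ± 2.18 and 9.65 ± 2.17 CPM, a log2 fold change of -1.76 (SE 0.18). Inmt (ENSMUSG00000003477) measured 154 ± 25.8 and 19.8 ± 8.0 CPM, a log2 fold change of -2.95 (SE 0.30). All are means ± SD with n = 4.

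Of the 15 gene sets, 8 passed the threshold with limma's camera, 4 lower and 4 higher in the libraries labelled KMN. This count rests on the fixed inter-gene correlation of 0.01. With the correlation estimated from the data, 0 sets passed, 1 had an unadjusted p under 0.05, and the smallest adjusted p was 0.513. With limma's fry, 1 set passed, the nucleolar and Myc target set (adjusted p = 0.0112). Exact permutation of the library scores gave an unadjusted p of 0.0286 for 3 sets, and 0 sets passed after adjustment over the 15 (smallest exact permutation adjusted p 0.143). As 0.0286 is the smallest possible p, a set could pass only if most of the 15 reached it. The adjusted count therefore decides neither for nor against the sets. The sets together held 278 tested genes. Of these 15 were called by edgeR over all genes, and 19 when the adjustment covered the 278 alone. Within the 5 Xist-high libraries 12 sets passed with camera, the same 8 among them and each in the same direction.

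Genes of proximal tubule transport and metabolism had a median log2 fold change of -2.26, with 20 of 20 members lower and a limma camera adjusted p of 2.8e-10. The set score was -2.95 ± 1.78 in the libraries labelled KMN against an SD of 0.490 in KM (n = 4 each; exact permutation p = 0.0286). Single KMN scores were -2.13, -0.84, -4.50 and -4.35 for replicates 1 to 4. The only called member was Aqp1 (ENSMUSG00000004655), with a log2 fold change of -2.38 (edgeR adjusted p = 0.0421). Loop of Henle and distal convoluted tubule genes had a median of -1.27, with 18 of 20 lower and an exact permutation p of 0.0571 for the scores. The called members were Sostdc1 (-1.33), Cldn10 (-1.19) and Slc12a1 (-1.91). Podocyte genes had a median of -0.97, with 14 of 15 lower and an exact permutation p of 0.0286 for the scores, and Nphs1 was called at -1.71. Fatty acid oxidation genes had a median of -0.57, with 19 of 20 lower and an exact permutation p of 0.20 for the scores, and Ppara was called at -1.82. Adjusted over each of these 4 sets alone, 9, 11, 6 and 1 members passed, in the order given.

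Nucleolar and Myc target genes had a median log2 fold change of 0.56, with 19 of 20 members higher and a limma camera adjusted p of 4.84e-08. The score was 0.51 ± 0.10 in the libraries labelled KMN against an SD of 0.15 in KM (n = 4 each; exact permutation p = 0.0286). Nop56 rose from 82.9 ± 5.20 to 133 ± 7.22 CPM (mean ± SD, n = 4 each), a log2 fold change of 0.68 (SE 0.10, edgeR adjusted p = 0.0342). Fbl and Noc4l had log2 fold changes of 0.82 and 0.75, both with an edgeR adjusted p of 0.0352. The tubular injury, macrophage and cell proliferation sets had medians of 0.53, 0.55 and 0.44, each with 16 of 20 members higher. Their library scores overlapped between the genotypes, with exact permutation p of 0.143, 0.314 and 0.314 before adjustment. In each of these sets KM 1 and KM 2 scored below every KMN library, and the Y-linked KM 3 and KM 4 lay within the KMN range. Tnfrsf12a and Krt8 were the called members of the injury set, at log2 fold changes of 1.26 and 0.57. In replicates 3 and 4 alone the median of the injury set changed sign, to -0.0084, and the macrophage and proliferation sets fell short of the threshold (medians 0.05 and 0.21, camera adjusted p = 0.947 and 0.552). Without KM 1 or without KM 2 the macrophage, proliferation and fatty acid oxidation sets fell short. The macrophage and proliferation sets had 0 called members. Adjusted over each set alone, 15 nucleolar and Myc target genes, 5 injury genes and 0 macrophage and 0 proliferation genes passed.

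**Figure D4:**
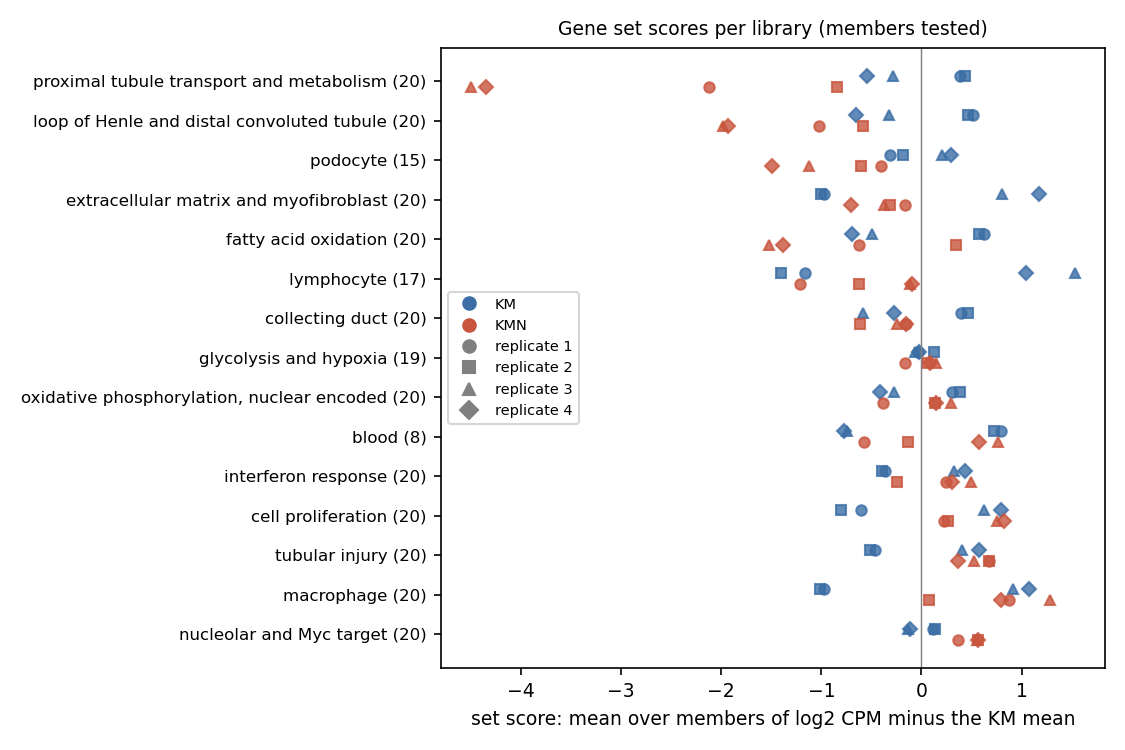
Set score of each library (x axis, mean over members of log2 CPM minus the KM mean) for the 15 gene sets (y axis, tested members in parentheses). Color gives the genotype and marker shape the replicate. Proximal tubule scores of KMN run from -4.50 to -0.84, below every KM library.

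Further kidney genes, chosen after their values were seen, did not pass the threshold with edgeR over all 8 libraries although their values did not overlap between the genotypes. Kap and Umod had log2 fold changes of -2.66 and -1.06 (edgeR adjusted p = 0.102 and 0.0978). Cdh16, whose promoter drives the Cre, had -0.95 (edgeR adjusted p = 0.102). Havcr1, which encodes the injury marker Kim-1, had 1.02 (edgeR adjusted p = 0.0661). All 4 passed with the DESeq2 Wald test (adjusted p = 0.00734 for Kap, 0.0210 for Umod, 0.0297 for Cdh16 and 0.0113 for Havcr1), which called 65 unchanged genes in simulated data.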

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

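The binomial tests in this part were chosen after the results were seen. Within each genotype, the library farthest from the other 3 was examined for 102 results, and in 8 of them its gap to the nearest library, divided by the group's range, was above Dixon's 95% critical value for 4 samples. By chance about 5.1 of the 102 would do so. The design gives no group within a genotype, so no biological explanation was tested for these libraries.

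The gap is given as a share of the range. In Unc93a2 it was 0.878, with KM 1 lowest, at 2 counts against 6 in KM 4. These counts did not differ beyond counting noise (exact binomial p = 0.479). In the next 5 genes the counts of the outlying and the nearest library differed by more than counting noise. For Aqp4 the gap was 0.845, with KMN 2 highest at 85 counts against 29 in KMN 4 (exact binomial p = 4.18e-05). For Fcgbp it was 0.857, with KM 4 highest at 2234 counts against 240 in KM 2 (exact binomial p = 1.54e-243). For Ecm1 it was 0.865, with KMN 4 lowest at 221 counts against 352 in KMN 2 (exact binomial p = 0.00624). For Nphs1 it was 0.863, with KMN 4 lowest at 14 counts against 33 in KMN 3 (exact binomial p = 0.0129). For Tnfrsf12a it was 0.888, with KM 2 highest at 470 counts against 425 in the deeper library KM 3 (exact binomial p = 2.04e-10). These p-values compare pairs of libraries chosen for their gap, and differences between animals or library preparations remain as explanations.

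Gm6300 had a gap of 1 in KMN, with 8 counts in KMN 2 and 0 in the other 3 libraries, a ratio that 3 equal values fix in advance. The exact binomial p was 0.00781. Gm6300 is annotated as an unprocessed pseudogene, and reads shared with a related gene were not tested.

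The nucleolar and Myc target score had a gap of 0.972 in KMN. KMN 1 scored 0.37 and the other 3 libraries 0.56 each, so the ratio reflects how close those 3 lie as much as the distance of KMN 1. KMN 1 is also the only KMN library with Y-linked reads, and no test separates that from other differences of this library.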

How the results depend on the processing

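The fits with offsets for GC content and length, with and without the block, and those of library subsets were chosen after seeing the data. The cause of the changes below was not tested unless a value is given for it.

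Upper quartile scaling gave 1403 calls, 829 of them higher, and 841 of the 868 genes were among them. Higher genes made up 59.1% of the calls, against 44.8% as reported. Without a filter on low counts 313 genes were lower, and with a mean of at least 50 counts 598 were higher. The DESeq2 Wald test gave 3554 calls (1726 higher, 1828 lower, 1403 of at least 2-fold), with 862 of the 868 among them. In simulated data that test called 65 unchanged genes, against 3 for edgeR. Limma-voom gave 800 lower genes and 663 calls of at least 2-fold. With 1 surrogate variable there were 3538 calls (1907 higher, 1631 lower, 1346 of at least 2-fold), including all 868. DESeq2 size factors, non-robust dispersions, removal of the genes over 1% of the counts, the sex-marker covariate and the GC content and length offsets left the number of calls within 1.5 times 868, from 752 to 1008. No alternative moved the median log2 fold change of all genes by more than 0.1. None of the 868 genes changed direction in a fit that tested it. For fits of fewer libraries this shows no stability, since the values of 864 of them did not overlap between the genotypes (chance gives 2.86% of all genes).

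Same-numbered libraries did not deviate together. The correlations of their deviations from the genotype means were -0.04, 0.12, 0.03 and 0.06 for replicates 1 to 4, with a mean of 0.04. With the replicate block 431 genes were called, 96 of them higher, and 208 of the 868 genes were among them. Higher genes made up 22.3% of these calls. Nsd2 had a log2 fold change of -0.02, and 8 gene sets passed. With the replicate block and the GC content and length offsets 242 of 800 calls were higher (30.3%), and Nsd2, Nsd1 and Nsd3 reversed to 0.38, 0.031 and 0.23.

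In the 5 Xist-high libraries 0 genes were called, 0 higher, 0 lower and 0 of at least 2-fold, while 4838 had an unadjusted p under 0.05. Replicates 1 and 2 alone gave 386 calls (182 higher, 204 lower) and 13 gene sets. Replicates 3 and 4 alone gave 10563 calls (5128 higher, 5435 lower, 5332 of at least 2-fold), and the median of the tubular injury set reversed to -0.0084. In that subset marker pattern and genotype coincide. Across the 8 fits that each left out 1 library, calls ran from 0 to 2678, higher genes from 0 to 1037, lower genes from 0 to 1641 and calls of at least 2-fold from 0 to 1633. Unadjusted, 3718 to 5949 genes had a p under 0.05. Of the 26 named genes past the threshold, 0 stayed past it without KM 1, KM 2, KM 4, KMN 3 or KMN 4, 1 (Aqp4) without KM 3, 17 without KMN 1 and 26 without KMN 2. Without KM 1, KM 2, KM 4, KMN 3 or KMN 4 the smallest edgeR adjusted p was 0.0541 to 0.115. In simulated data of the same sizes 81 to 96 of 200 changed genes were recovered. Libraries of a genotype were drawn independently there, while the real ones formed close and distant pairs. That recovery therefore does not show how many calls to expect here. In the same simulated data the fits of replicates 1 and 2 and of replicates 3 and 4 recovered 0 and 29 of 200, with the same limit.

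Nsd2 reversed to 0.019 under upper quartile scaling, 0.12 with the sex-marker covariate, 0.37 with the GC content and length offsets, 0.16 in the Xist-high libraries and 0.36 in replicates 1 and 2. It was -0.37 in replicates 3 and 4, the only fit in which it passed the threshold (edgeR adjusted p = 0.0157), and -0.14 to 0.034 when 1 library was left out. Its adjusted p ran from 0.0157 to 0.989 over all 24 alternatives. Nsd1 and Nsd3 reversed to 0.032 and 0.23 with the GC content and length offsets, and Nsd3 to 0.084 in replicates 1 and 2. In replicates 3 and 4 both passed the threshold, Nsd1 at -0.99 and Nsd3 at -0.56 (edgeR adjusted p = 3.22e-05 and 0.000913), and Nsd1 also did with the DESeq2 Wald test (adjusted p = 0.0494). Over all 24 alternatives their adjusted p ran from 3.22e-05 to 0.855 and from 0.000913 to 0.764. Myc kept its direction and stayed short of the threshold in all 24 alternatives, from 0.04 to 0.42.

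The number of gene sets rests on the test. It was 0 with the inter-gene correlation estimated (1 unadjusted), 1 with fry (5 unadjusted), and 7 to 9 when 1 library was left out, not always the same sets. Without KM 1 or without KM 2, 5 of the 8 sets passed again, the macrophage, cell proliferation and fatty acid oxidation sets fell short, and the matrix and lymphocyte sets passed instead. The macrophage set also fell short without KMN 3 and the cell proliferation set without KMN 4. In replicates 3 and 4, 5 of the 8 passed again. The tubular injury, macrophage (median 0.05) and cell proliferation (median 0.21) sets fell short there, with camera adjusted p of 0.975, 0.947 and 0.552. Over all 24 alternatives these ran from 1.53e-16 to 0.975, 1.53e-20 to 0.947 and 5.74e-14 to 0.926. In replicates 1 and 2, 7 of the 8 passed again, without the podocyte set. Apart from the fits that left out a library, 99 results of gene sets and of single genes other than Nsd2 and Myc fell short of the threshold and 15 newly passed it without a change of direction, those described above included. Of the genes chosen after their values were seen, Cdh16 and Havcr1 passed it in 4 of 24 alternatives each, Kap in 3 of 23 and Umod in 2 of 24, each of the 4 with the DESeq2 Wald test among them. Their adjusted p ran from 9.56e-05 to 0.237, 0.0113 to 0.192, 1.16e-07 to 0.250 and 2.91e-05 to 0.225. Some filters left a named gene untested, and the DESeq2 Wald test and limma-voom give no set test.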

Other observations

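The tests on sex markers, on total counts, on agreement between pairs of replicates, on a batch shared by the genotypes and on Nsd2 were chosen after the results were seen.

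The 868 called genes were set against other groupings of the same libraries. Of the 8 splits that part all same-numbered pairs, 1, the real one, gave as many genes. The other 7 gave 0 calls and up to 2120 genes at an unadjusted p under 0.05, against 5106 for the real split. With 8 splits the share cannot go under 0.05, so these 8 alone cannot tell the calls apart from a chance arrangement of the libraries. The other 27 splits, which part fewer of the pairs, gave at most 5 calls, and 3110 genes unadjusted. Of all 35 splits, 1, the real one, gave as many genes. That split with 5 calls set replicates 1 and 2 against 3 and 4.

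Technical explanations were tested for the same calls. With the sex-marker covariate 67.5% were called again, with the GC content and length offsets 66.1%, and without the genes over 1% of the counts 97.5%. Total counts did not differ (exact permutation p = 0.543). The called genes did not crowd into a region of the genome, as a linked segment of another strain might give. The fullest 10 Mb window, on chromosome 4 from 140 to 150 Mb, held 12 called genes of 96 tested (permutation p = 0.447). Across 16357 genes the fold changes of replicates 1 and 2 and those of replicates 3 and 4 had a Pearson r of 0.18. In replicates 3 and 4 marker pattern and genotype coincide. Of 378 genes called from replicates 1 and 2 alone and tested in both pairs, 81.0% changed the same way in replicates 3 and 4, against 62.7% of all 16357 genes. Lower genes agreed in 178 of 196 cases and higher genes in 128 of 182. From simulated data of replicates 1 and 2 alone 0 of 200 changed genes were recovered. The simulation drew each library independently, with the within-genotype spread of all 8 libraries. KM 1 and KM 2 lay close together, with a chi-square per gene of 12.7 against 109 to 144 across the KM pairs. KMN 1 and KMN 2 had 59.3, against 68.2 to 150 across the KMN pairs. The simulation therefore does not tell whether 386 calls are many for that fit. Within the 5 Xist-high libraries 0 genes were called, 4838 had an unadjusted p under 0.05, and the smallest edgeR adjusted p was 0.0703. From simulated data of that size 47 of 200 changed genes were recovered, with the same limit of the simulation. Most of the 868 genes were called again with the sex-marker covariate and with the offsets, so neither adjustment alone removed the calls. A part played by sex is not excluded. The 0 calls within the Xist-high libraries do not decide it. Leaving out any 1 of KM 1, KM 2, KM 4, KMN 3 or KMN 4 also gave 0 calls. The Y-linked libraries included 1 KMN library, too few to repeat the test. A difference due to genotype remains a hypothesis.

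Between the pairs within KM, replicates 1 and 2 against 3 and 4, the SD across genes of the log2 difference was 1.02. It was 0.83 between the KMN pairs and 0.78 between the genotypes. The genotype difference averages more libraries on each side, so these SDs do not rank it against the pairs. Across autosomal genes the KM pair difference followed that between KMN 1 and KMN 2, which differ in sex markers the same way. Pearson r was 0.31 over 16183 genes, which are not independent replicates. With the difference between the KMN pairs r was 0.074. A batch shared by the genotypes would raise this r and an effect of sex would lower it, so it tells neither. Between KMN 3 and 4 and KMN 2, all Xist-high, r was 0.16. KMN 2 enters this value and the r of 0.31, so a shared batch cannot be told apart from these patterns. The chi-square per gene of 11.3 between KM 3 and KM 4 speaks against a library deposited more than once. GC content and length explained at most 8.81% of the variance of the differences between pairs. Sex of the animals or a shared batch may therefore contribute to the KM pairs. KMN 3 and KMN 4 share the Xist-high pattern of KMN 2 and still differ from it by a chi-square per gene of 115 to 150. Sex leaves this gap open, while a batch parting replicates 1 and 2 from 3 and 4 could give it.

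Reads of Nsd2 were not higher in the libraries labelled KMN. In the main model a 2-fold rise lay outside the 95% interval, which ended at a log2 fold change of 0.28. The interval used a normal quantile and is narrower than the F test would give. Its width reflects the spread between libraries as well as depth. The limit of 0.28 does not hold across the processing. The estimate was 0.37 with the GC content and length offsets, 0.38 with the replicate block added to them and 0.36 in replicates 1 and 2. No interval is given for those fits. With the GC content and length offsets the estimate turned positive and stayed short of the threshold (edgeR adjusted p = 0.0900, from 0.0157 to 0.989 over all 24 alternatives). A smaller share of Cdh16-expressing cells could hide a rise confined to them. The log2 ratio of Nsd2 to Cdh16 was higher by 0.94 on average, with overlapping libraries (exact permutation p = 0.143). Among the Xist-high libraries it was -5.01 and -5.28 in KM and -4.00, -3.25 and -3.06 in KMN. Among the Y-linked libraries it was -3.71 and -3.85 in KM and -3.81 in KMN 1. A higher ratio cannot be told apart from a change in Cdh16 itself. A transgene whose sequence is not counted under the mouse gene, and exchanged labels, are candidate explanations that the counts do not test.

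Longer transcripts were lower in the libraries labelled KMN. The 10% of genes with the shortest transcripts, up to 1007 bases, had a median log2 fold change of 0.42, and the 10% with the longest, from 6476 bases, of -0.41. The relation was not carried by ribosomal protein and respiratory chain genes, since rho was -0.33 without them, nor by genes at low counts, since it was -0.39 among genes with a mean of at least 50 counts. Per library, rho of the deviations with length was 0.16, -0.01, 0.36 and 0.32 in KM 1 to 4 and 0.10, -0.12, -0.40 and -0.31 in KMN 1 to 4. The genotypes overlapped (exact permutation p = 0.0571), so the pattern may reflect differences between single libraries, such as RNA fragmentation, which was not measured here.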
